A study of Homo sapiens with 14 samples. Its data were reported in "SREBP2 regulates the endothelial response to cytokines via direct transcriptional activation of KLF6" (2023).

How the data were processed

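SREBP2, a transcription factor that activates genes for cholesterol synthesis and uptake, was profiled by chromatin immunoprecipitation and sequencing (ChIP-seq) in human umbilical vein endothelial cells (HUVEC, primary cells that line the umbilical vein). Cells were treated with the inflammatory cytokine TNFα at 10 ng/ml for 10 h or left untreated. The study's figure legend places this experiment in lipoprotein-depleted serum. The study found that such serum raised SREBP2 activation, so the control was not a sterol-rich state. Proteins were crosslinked with 2 mM disuccinimidyl glutarate for 30 min, which links protein to protein, and with 1% formaldehyde for 15 min. The labels give 14 libraries, of which 4 are control SREBP2 ChIP, 4 are TNFα SREBP2 ChIP, 3 are control input and 3 are TNFα input. Input is sonicated chromatin sequenced without immunoprecipitation. Groups were taken from these labels. The series design names 3 donor lines, whereas the study's figure legend gives n = 4, with n defined as the number of donors. A supplement of the study names a further pair of columns IgG. Whether each library labelled SREBP2 ChIP was one was therefore not established.

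The authors aligned reads with Bowtie2, combined libraries by condition and called peaks with HOMER findPeaks on the pooled reads, so that there is 1 pooled call per condition and the values carry no spread between replicates. The headers give the total tags of each pool but do not say which of the labelled libraries it was made from, so the number of libraries behind each pooled depth is unknown. Per the file headers, a putative peak passed at a false discovery rate of 0.001 and was then kept if its tags (aligned reads) were at least 4-fold above the pooled input and above the surrounding 10 kb, each with a Poisson p of 0.0001 or less. The deposited signal of a peak is its number of tags scaled by the authors to a pooled ChIP library of 10000000 tags. The deposited peak score, which the authors' caller assigned, lies close to the unscaled number of tags and therefore rises with depth. The deposited fold enrichment is the ratio of ChIP tags scaled to the input depth over input tags, and a similar ratio is given over the local background. The deposited p-value is the Poisson probability of the scaled ChIP tags given the input tags. Where a peak held no or few input tags, the authors' caller set the input to 0.5 tags, so that the fold of such a peak depends on that floor. Scores, folds and p-values are the authors' values and were used only to describe, rank or filter peaks within a list. The header of the control call allowed at most 1 tag per position and that of the TNFα call allowed 3.

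The study's methods name the hg19 build for the alignment. The peak coordinates were compared with gene positions of both builds. Of the 738 TNFα peaks, 463 had their centre within 1 kb of a transcription start site (TSS) at GRCh38 positions and 108 at GRCh37 positions, and the coordinates were therefore read as GRCh38. Gene positions were the GRCh38 exon positions that GENCODE release 44, in its version mapped to GRCh37, records for each exon, and no coordinate was converted. Of 254413 transcripts, 10328 carried no such record and were left out. Among 19094 protein-coding genes also listed in a RefSeq table for GRCh38, 98.0% had a gene end within 1 kb in both. The GRCh38 sequence was not used here, so the planned motif tests, the matching of random windows by GC content and the exclusion of assembly gaps were not carried out. Random positions were drawn instead from the part of each chromosome between its first and last annotated exon, which includes gaps such as centromeres. This lowers the chance values to an unknown degree.

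A peak was assigned to a promoter if its centre lay within 1 kb of any annotated TSS, otherwise to an exon, an intron or intergenic sequence. The overlap of the lists (at least 1 bp) was compared with 10000 random placements of the control peaks on their own chromosomes in a one-sided permutation test. Promoter shares were compared by two-sided Fisher's exact tests, for the TNFα list with 10 random windows per peak and for the control list with the TNFα list. The share of genes with a TNFα peak within 1 kb of one of their TSSs was compared between each of 2 gene lists, fixed before the data were examined, and all other protein-coding genes (19881 genes in all), again by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 2 lists. The sterol list held 30 genes of cholesterol synthesis, uptake and their regulation, some of which the study had singled out from these libraries. The inflammatory list held 22 inflammatory and interferon genes that the study discusses. The rank correlation of shared peaks was not computed, since fewer peaks were shared than a correlation needs. Genes were named by a rule set beforehand, namely the genes the study names from this assay, members of both lists with a peak, and the genes nearest to the 10 highest-scoring TNFα peaks and the 5 highest-scoring control peaks with ties. The values of some genes that meet this rule are not reported here. Other genes and peaks named were chosen after their values were seen. Alternatives covered stricter peak thresholds, other definitions of overlap, other distances to the TSS, protein-coding TSSs only, and a lower depth.

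To describe the effect of depth, the tags of each TNFα peak and its input tags were thinned at random to the depth of the control libraries and all filters of the control call were applied again, in 1000 draws. The pooled input depth was taken from the ratio of scaled to unscaled ChIP tags, which gave about 11600000 tags for control and 22700000 for TNFα. As modelled, the filters passed 721 of the 738 TNFα peaks and 39 of the 40 control peaks at their own depth. The tests were first run on simulated data. A pair of lists with 3 planted overlaps was detected in 100 of 100 simulations, and 0.50% of 200 unrelated pairs reached the 0.05 threshold. A simulated gene list with 20 of 30 genes carrying a peak was recovered in full. Thinning gave 114% of the calls at low depth over 14384 simulated peaks called at full depth, and 92.8% of the calls over all 40000 simulated peaks. Intervals of shares are 95% Wilson intervals and intervals of tag counts are exact Poisson intervals. They cover counting error only, since PCR copies are not independent molecules. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.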

Results

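SREBP2 ChIP-seq compared HUVEC given TNFα for 10 h with untreated cells, both in lipoprotein-depleted serum per the study. The labels give 4 ChIP libraries and 3 input libraries per condition. Whether all of these ChIP libraries were SREBP2 ChIP and none IgG was not established, as described above. Libraries were pooled by condition before peak calling, and which of the labelled libraries entered each pool could not be established, so that the depths below are those of the pools as called. The pooled control ChIP held 32616211 tags and the pooled TNFα ChIP held 73956013 tags, which is 2.27 times as many. The input depth implied by the lists was 1.96 times higher for TNFα. No replicate values underlie either list, so differences between the lists compare 2 pooled calls and carry no test between the conditions.

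The first comparison asked how many sites SREBP2 occupied with and without the cytokine. In the control list 40 peaks were called, and in the TNFα list 738 peaks were called, 18.45 times as many. The peak width was 151 bp in control and 139 bp with TNFα. Peaks held 815 tags in control, or 0.0025% of the library, and 25884 tags with TNFα, or 0.035%. Most putative peaks were removed by the comparison with input. This filter removed 4505 of 4551 putative control peaks (99.0%) and 28907 of 30376 putative TNFα peaks (95.2%), and the local filter removed 6 and 731 more. The median control peak held 18 tags, with an exact Poisson 95% interval of 10.7 to 28.4, and the median TNFα peak held 29 tags, with an interval of 19.4 to 41.6. A single peak of either list is therefore known only to within a broad margin. The count of TNFα peaks changed most under a threshold of 8-fold over the local background, which 100 of the 738 peaks passed, as did 9 of the 40 control peaks.

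Because the libraries differed in depth, TNFα peaks were set against the tag threshold of the control call. This threshold of 15 tags corresponds to 4.60 normalised tags, that is, tags scaled to a library of 10000000 tags. At or above it were 279 of the 738 TNFα peaks, 6.97 times the number in the control list. In an alternative added after the data were seen, ChIP and input tags were thinned to the control depth and all filters were applied again. A median of 122 peaks remained, with 95% of draws between 108 and 137.

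The overlap of the lists was examined to see whether the control peaks were part of the TNFα list. Of 40 control peaks, 3 (7.5%, 95% Wilson interval 2.58 to 19.9%) overlapped a TNFα peak. Random placements gave 0.004 overlaps on average and at most 1, and the one-sided permutation p was 0.0001, the smallest that 10000 placements can give. When the peaks were placed at their own distance from a random TSS the p was 0.0003. The first shared peak lay upstream of SQLE on chromosome 8 at 124998287 to 124998438 in control (GRCh38) and 124998261 to 124998400 with TNFα, and ranked 2 by score in both lists. The second lay in intergenic sequence on chromosome 12 at 124939752 to 124939903 in control, 8788 bp from the nearest protein-coding TSS (DHX37), and ranked 3 in control and 29 with TNFα. The third lay at the EIF4G3 promoter on chromosome 1 at 21176941 to 21177092 in control, and ranked 7 in control and 232 with TNFα.

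The position of the peaks relative to genes was compared next. With TNFα, 463 of 738 peaks (62.7%, 95% Wilson interval 59.2 to 66.2%) lay within 1 kb of a TSS, against 8.97% of 7380 random windows (two-sided Fisher's exact test, odds ratio 17.1, p = 1.2e-241). The windows were not matched for GC content. A further 18.3% of TNFα peaks lay in introns, 2.85% in exons and 16.1% in intergenic sequence. The promoter share under the alternatives was lowest for protein-coding TSSs only (57.2%). It fell along the list. Among peaks at or above the median score it was 74.9% (386 peaks) and among the others 49.4% (352 peaks, two-sided Fisher's exact test, p = 9.7e-13). In the control list 16 of 40 peaks (40%, 95% Wilson interval 26.3 to 55.4%) lay within 1 kb of a TSS, less often than in the TNFα list (two-sided Fisher's exact test, odds ratio 0.396, p = 0.00682). This difference did not pass 0.05 when promoters were taken as 5 kb (62.5% in control and 74.7% with TNFα, Fisher's exact p = 0.0965).

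**Figure D1:**
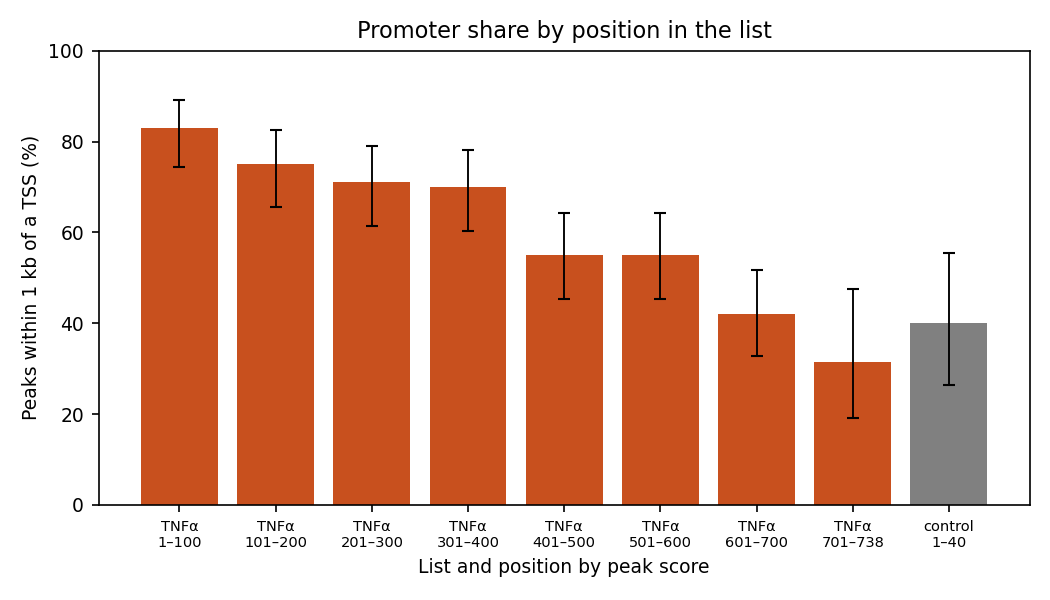
Share of peaks with a centre within 1 kb of a TSS (y axis, percent) for successive groups of 100 TNFα peaks by score (the last group holds 38) and for the 40 control peaks. Bars show the share and lines the 95% Wilson interval. The share was 83% in the highest group of TNFα peaks, 42% among those placed 601 to 700, and 40% in control.

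Sterol-sensitive genes were examined as the known targets of SREBP2. Of the 30 genes of the sterol list, 20 (66.7%, 95% Wilson interval 48.8 to 80.8%) had a TNFα peak within 1 kb of a TSS, against 482 of 19851 other protein-coding genes (2.43%). The odds ratio was 80.4 and the two-sided Fisher's exact p was 1.82e-25 (3.63e-25 adjusted over the 2 lists). Some genes of the list had been chosen by the study on these libraries, and without them 17 of 27 genes had a peak (Fisher's exact p = 3.53e-21). The alternative that moved the count most was a threshold of 8-fold over input, chosen after the data were seen, under which 9 genes had a peak. Among the 20 genes were HMGCS1, MVK, MVD, IDI1, FDPS, FDFT1, SQLE, MSMO1, NSDHL, SC5D, DHCR7, INSIG1, SREBF1, SREBF2, STARD4, NPC1 and MMAB. MVK and MMAB shared 1 peak. The other 10 genes, among them ACAT2, PMVK, LSS, CYP51A1, TM7SF2, HSD17B7, EBP, LBR and TMEM97, had no TNFα peak within 10 kb. In the control list SQLE was the only gene of the 30 with a peak.

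Of the 10 highest-scoring TNFα peaks, 8 lay within 1 kb of a sterol gene, as did 17 of the 50 highest. The highest was upstream of SREBF2 on chromosome 22 at 41832915 to 41833054, with 24.6 normalised tags and 5.57-fold over input in the authors' deposited table. It was followed by SQLE with 20.4 normalised tags. The peak of rank 3, with 19.1 normalised tags, lay in intergenic sequence on chromosome 6 at 53359433 to 53359572, and the nearest protein-coding TSS, of ELOVL5, was 10323 bp away. MSMO1, HMGCS1, FDFT1 and STARD4 carried peaks of 17.8, 17.6, 16.8 and 16.2 normalised tags. The peak of rank 10 lay at the promoter of the noncoding gene OLMALINC on chromosome 10, and the nearest protein-coding TSS, of SCD, was 26232 bp away.

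BHLHE40 and KLF6, which encode transcription factors, were examined as genes outside the sterol pathway. The study had picked both genes from these same data, so their high ranks are not an independent finding. A TNFα peak at 3785341 to 3785480 on chromosome 10 lay 201 bp upstream of the canonical TSS of KLF6 and ranked 34, with 10.4 normalised tags and 7.85-fold over input in the authors' deposited table. A TNFα peak at 4978645 to 4978784 on chromosome 3 lay 723 bp upstream of the TSS of BHLHE40 and ranked 40, with 9.06 normalised tags and 5.12-fold over input in the authors' deposited table. Neither gene had a control peak within 3 kb of its canonical TSS. Both TNFα peaks exceeded the tag threshold of the control call.

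**Figure D2:**
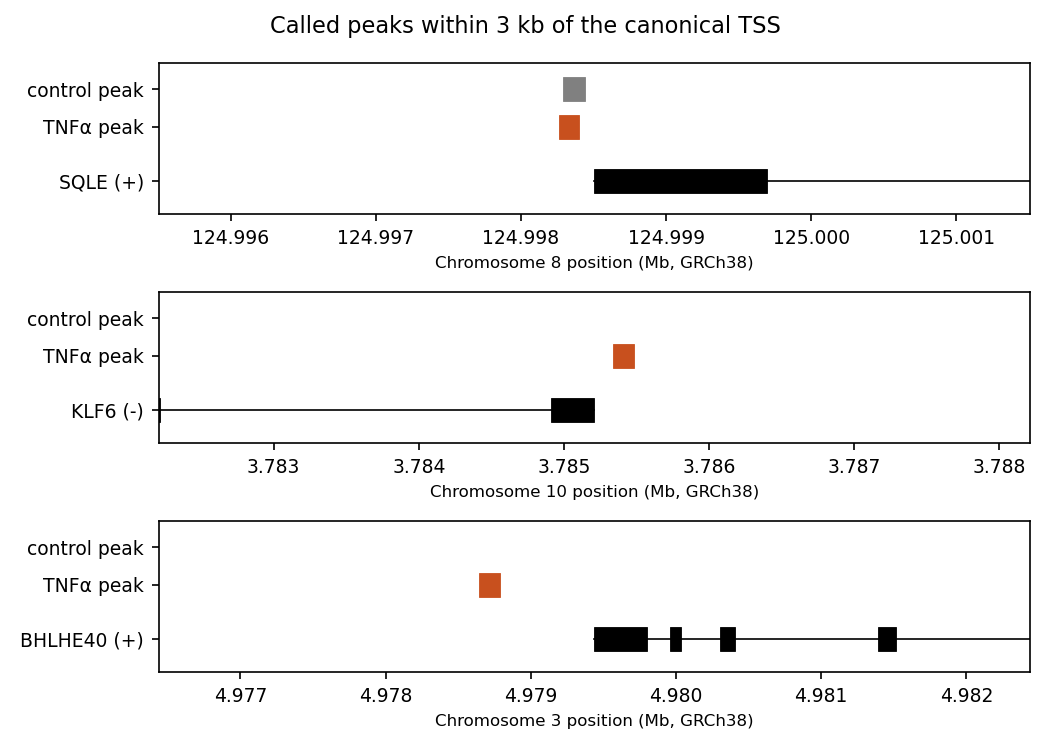
Called peaks within 3 kb of the canonical TSS of SQLE, KLF6 and BHLHE40 (x axis, GRCh38 position in Mb). Boxes mark control peaks (grey), TNFα peaks (orange) and exons of the canonical transcript (black), and among these genes a control peak is present at SQLE alone.

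**Figure D3:**
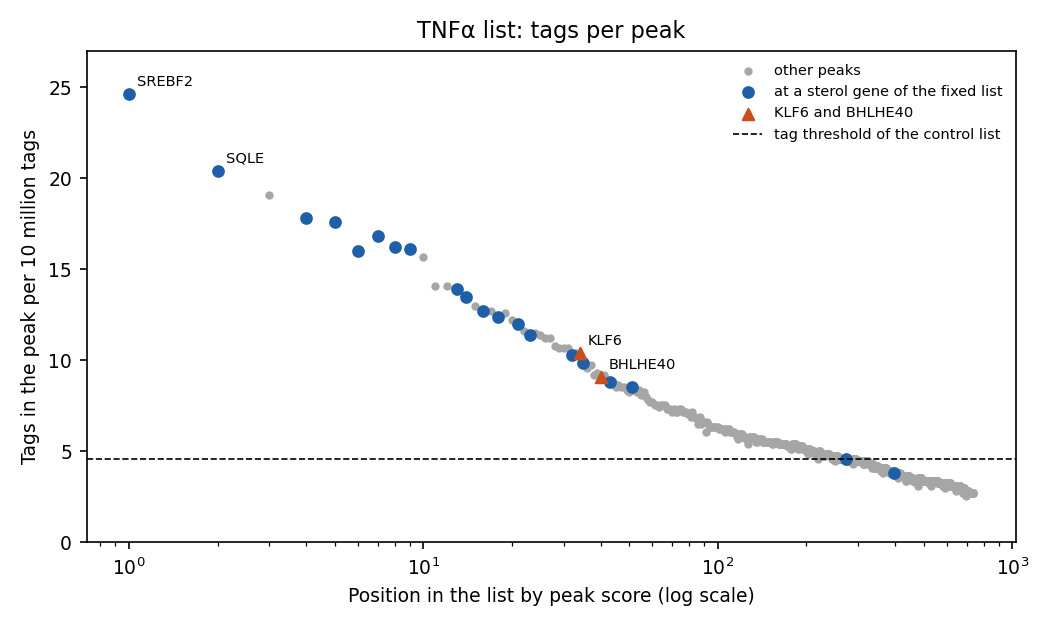
Tags scaled to a library of 10000000 tags (y axis) of the 738 TNFα peaks against position by score (x axis, log scale). Blue points mark peaks within 1 kb of a gene of the sterol list, orange triangles KLF6 and BHLHE40, and the dashed line the control tag threshold of 4.60, which 279 peaks reached.

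Inflammatory genes were examined because SREBP2 has been linked to their transcription. None of the 22 genes of the inflammatory list had a TNFα peak within 1 kb, and 3 counts of the total allow a share of up to 13.6%. The study had itself reported no binding in this assay at some of these genes, such as NLRP3 and IL1B. This result was therefore in part known beforehand. The share among all other protein-coding genes was 2.53%, and the two-sided Fisher's exact p was 1 (adjusted p 1). With 22 genes a lower share than that was not detectable, whereas 3 genes with a peak would have passed 0.05 as an enrichment (Fisher's exact p = 0.0175). Within 10 kb only JUNB had a peak, 8539 bp from its TSS, and within 50 kb ICAM1 and HLA-B had one too. Each of these peaks lay nearer to a TSS of another protein-coding gene, so none can be credited to the inflammatory list. The control list had no peak within 1 kb of these genes.

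In the control list the highest-scoring peak lay at NDUFS7 on chromosome 19 at 1383426 to 1383577, with 12.3 normalised tags. SQLE and the chromosome 12 peak described above followed. ZNF653 had a peak with 8.89 normalised tags, and the peaks of rank 5, nearest to EEF2K and OR2B2, lay in intergenic sequence. Input tags were at the floor of 0.5 in 27 of 40 control peaks (67.5%) and in 155 of 738 TNFα peaks (21.0%), so that folds over input in the control list rest mostly on that floor.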

Values the study reported

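The study reported 748 called peaks after TNFα treatment and 40 in control cells. It placed BHLHE40 and KLF6 among its 50 highest peaks.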

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

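The thinning of tags, the 8-fold input threshold for promoter shares and gene lists, and the sterol list without the genes chosen by the study were added after the data were seen. Of 38 alternatives, 28 left the direction and the side of the threshold, or a count to within 1.5 times, as reported.

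The number of peaks depended on the threshold. At or above 2 times the lowest score of each list there were 2 control and 189 TNFα peaks. With at least 8-fold over the local background there were 9 and 100, and with at least 8-fold over input 32 and 325. Under each of these thresholds the TNFα list remained the longer one. Merging centres within 1 kb changed neither list. The number of TNFα peaks at the control tag threshold fell from 279 to 122 with tags thinned to the control depth. It fell to 98 when a limit of 1 tag per position was also modelled, with tags spread evenly over positions. Thinning applies the tag, input and local filters together, and the share of each was not separated.

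The overlap between the lists was 3 peaks in each alternative except against the 40 highest-scoring TNFα peaks, where it was 2, and the permutation p stayed at or below 0.0003. The promoter share of TNFα peaks lay between 57.2% and 74.9% across the alternatives and above that of random windows in each. The promoter share of control peaks was 62.5% within 5 kb and then no longer differed from the TNFα list (Fisher's exact p = 0.0965). The cause was not tested. Against the 40 highest-scoring TNFα peaks, of which 87.5% were at promoters, the difference was larger (Fisher's exact p = 1.74e-05). The enrichment of sterol genes passed the threshold in each alternative, with 9 to 20 genes.

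For the inflammatory list the share of genes with a peak was 0 within 1 and 5 kb, below that of other genes. Within 10 kb it was 1 gene (Fisher's exact p = 0.584) and within 50 kb 3 genes (exact p = 0.456), both above the share of other genes and neither past the threshold, so no direction can be read from this list.

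No paired analysis was possible because the libraries that share replicate numbers were pooled by condition before peak calling. For the same reason no library was left out in turn. Both limits are those of the pooled peak lists. The study itself compared ChIP-seq tags at selected loci between the conditions by t test. It reported more binding with TNFα at sterol-sensitive loci, and higher tags at BHLHE40 and KLF6. Tags of single libraries were not analysed here, so whether a paired comparison of them would show a difference is left open. The rank correlation of shared peaks, the motif tests and the GC-matched windows were not run, with all of their alternatives. The depth limits what the control list can show, since a site with the median tag count of either list is uncertain by several tags, and a site missing from the control list was not shown to be unoccupied.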

Other observations

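The tests in this part were chosen after the patterns were seen. The number of TNFα peaks here was 738. That is lower than the value quoted from the study above.

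The TNFα list was longer than the control list, and the TNFα libraries were deeper. Thinning the TNFα peaks and their input to the control depth left a median of 122 calls (95% of draws 108 to 137), and 98 calls (86 to 112) when the limit of 1 tag per position of the control call was imposed as well. The control list held 40, with an exact Poisson 95% interval of 28.6 to 54.5. Lower depth thus removes most of the 738 calls, but the counts thinned for depth stay above the control interval. This argues against depth alone as the whole of the 18.45-fold difference. The tag limit was modelled with tags spread evenly over positions, so stacks of PCR copies at 1 position were not represented. The tag limit therefore stays open as a further cause. In the simulations, which did not include the tag limit, thinning erred by less than the gap between 122 calls and the control interval. Putative peaks that failed at full depth were not part of the thinned set. Sterol genes differed between the lists as well. In the TNFα list 20 had a peak and in the control list 1, with 19 genes in the TNFα list alone and 0 in the control list alone (exact McNemar test across genes, which compares the lists and not the conditions, p = 3.81e-06). This test used the lists at full depth, so it does not separate depth from other causes. Its genes were also not independent, since MVK and MMAB shared 1 peak. After thinning for depth a median of 16 sterol genes kept a peak (95% of draws 13 to 18). With 1 tag per position, modelled as above, the median was 15 (95% of draws 12 to 18, lowest 9 in 1000 draws). A gain of SREBP2 binding with TNFα is a candidate explanation for the remainder. Differences in immunoprecipitation efficiency, antibody or library quality between the pools stay open as well and were not tested.

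Control peaks were at promoters less often than TNFα peaks. The thinned TNFα peaks had a promoter share of 80.2% (95% of draws 74.5 to 86.2%), against an interval of 26.3 to 55.4% for the control list. The thinned set was drawn only from peaks called at full depth and cannot hold calls that pass only over a shallow input, such as any among the 28907 putative TNFα peaks that the input filter removed. Lower depth therefore stays open as a reason for the lower share and cannot be told apart from a difference in the sites bound. The control share resembled that of the lowest-scoring TNFα peaks. Part of the control list may be background calls. At the control scaling, a peak needs 20 ChIP tags to pass over 1 input tag, 26 of the 40 control peaks had fewer, and all 26 were at the input floor. Of the 27 control peaks at the floor 0 overlapped a TNFα peak, against 3 of the other 13 (two-sided Fisher's exact test, p = 0.0289). The peaks at the floor also have the lower scores (median 18 against 23) by construction of the filter, so background calls and weak sites cannot be told apart here.

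Some intergenic peaks had high folds over the local background. In the control list these were 293.51 on chromosome 4 (51125233 to 51125384) and 221.77 on chromosome 12 (35126860 to 35127011), against at most 14.8 in the other control peaks. They lay 717692 and 877454 bp from the nearest TSS and were the only 2 control peaks over 100 kb from one, compared with 6 of 738 TNFα peaks (two-sided Fisher's exact test, p = 0.0593). These 2 control peaks held 18 and 17 tags, against a median of 18 in that list, and were at the input floor. Their high folds thus reflect few tags in the surrounding 10 kb and not a high tag count. The TNFα list held similar peaks with lower folds, among them 58.71 on chromosome 1 (143804016 to 143804155), the highest of that list, and 38.85 on chromosome 5 (46926358 to 46926497), 1036211 bp from the nearest TSS, against an upper quartile of 6.59. The pattern is therefore not particular to the control list. No explanation was tested.

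Near misses were seen as well. A control peak at the FADS1 promoter lay 1744 bp from the nearest TNFα peak and a control peak near H4C5 lay 1479 bp from one, so that 5 of 40 control peaks had a TNFα peak within 2 kb where 3 overlapped.

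The highest-scoring TNFα peaks did not have the highest folds. Across the 738 peaks, which are not independent replicates, score and fold over input were negatively related (Spearman rho -0.43), in part because a weak peak passes the filter only over few input tags. The 20 peaks nearest to sterol genes carried 87 input tags where the genome average gives 31.6 (exact Poisson test, one-sided, p = 3.81e-16), or 4.35 per peak, and the 25 other promoter peaks among the 50 highest carried 3.96 per peak. The higher input is thus not particular to sterol genes. A threshold of 8-fold over input removed 12 of these 20 sterol gene peaks.

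Histone genes had TNFα peaks more often than other genes. Among 9 gene families examined, 8 of 74 histone genes had a peak within 1 kb (odds ratio 4.74, two-sided Fisher's exact p = 0.000547, Benjamini-Hochberg adjusted p = 0.00492), and no other family passed 0.05 after adjustment. The genes were H4C1, H4C3, H4C5, H4C8, H4C9, H4C12, H2BC3 and H2BC6, all on chromosome 6. The region was bounded by the outermost of these genes, from 26021649 to 27831560. That 0 of the 36 histone genes outside it had a peak therefore follows from how it was drawn. The 8 genes had 8 distinct peaks, which argues against 1 peak being counted for several neighbours. Of the 15 other protein-coding genes in the region 0 had a peak, against 8 of its 38 histone genes (two-sided Fisher's exact test, p = 0.0880). Because histone genes with a peak set the bounds, this comparison is tilted towards histone genes. A property of the region as a whole may therefore explain the excess and cannot be told apart from one of histone genes. Reads shared between near-identical histone genes were not tested. No biological explanation was tested.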
